A study of Mus musculus with 2 samples. Its data were reported in "Integrative genome-scale analyses reveal post-transcriptional signatures of early human small intestinal development in a directed differentiation organoid model" (2023).

How the data were processed

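Droplet-based single-cell RNA sequencing was performed on jejunal crypts of 2 male mice, each 12 months old, that lack miR-375 in the whole body (375KO). Each mouse gave 1 library, called replicate 1 and replicate 2 here. Crypts were dissociated with dispase and libraries were made with a 10x Genomics kit that reads the 3′ ends of polyadenylated RNA. The wild-type libraries of the study belong to another series and were not used here, so no genotype was compared with another. The deposited tables of the whole study also hold 2937 cell columns per table and 6059 barcodes in the table of doublet calls from that other series, and these were not used.

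The authors aligned reads to the mm10 mouse genome with Cell Ranger and deposited, for each library, a matrix of UMI counts (unique molecular identifiers, each standing for 1 captured RNA molecule) per gene and cell barcode. They state that free RNA was removed with SoupX, but not which of the deposited matrices this applies to. The counts are whole numbers. The authors called doublets with scDblFinder, removed cells with fewer than 1500 detected genes or more than 25% mitochondrial reads, and deposited the mitochondrial percent of each cell. They normalised counts with sctransform, integrated the samples in Seurat, clustered the cells and named the clusters from module scores of known markers. The deposited table of the whole study gives UMI counts, and a second table gives the sctransform score, a corrected count per gene and cell, for the cells that the authors kept.

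The tables of the whole study carry no gene names, and the table of cell annotations carries no barcodes. Annotations were therefore joined to the matrices by the order of the cells, and 3275 of 3275 cells had the same UMI total, gene number and sample in both. Of the 16751 genes in the count table of the whole study, 14280 were matched to exactly 1 named gene by identical values in these cells, and they hold 99.974263% of the UMIs. Genes of the sctransform table were matched by their correlation with the named counts. The correlation was 0.937 for Zfp36l2, and that of the next best gene was 0.525. The named matrices, with 27998 genes, were used for the results, and the table of the whole study served as the alternative. The plan had these roles exchanged.

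UMI counts were summed per mouse and annotated cell type, since cells of 1 mouse are not replicates. Sums of fewer than 10 cells were to be left out. None was in the main analysis, and under the stricter cell filter described below the Paneth and IEL sums of replicate 1 were. The 9 epithelial cell types gave 18 sums. Annotated intraepithelial lymphocytes (IEL) were left out of these fits. Genes were filtered with filterByExpr, scaled with TMM factors and fitted with the quasi-likelihood method of edgeR 4.0.16 with robust settings, with cell type and mouse as terms. Stem cells were compared with the unweighted mean of the other epithelial cell types and with transit-amplifying (TA) cells. Tests were two-sided and p values were adjusted by the Benjamini-Hochberg method over the 11013 genes tested, with a threshold of 0.05. The residual degrees of freedom were 8. They come from 2 mice, and from the assumption that the cell types share 1 spread for each gene. The standard error (SE) of a log2 fold change was taken as its size over the square root of F. Log2 fold changes per mouse, and those without a replicate, used a prior count of 2 and no test. The cell types were defined by the authors from the expression of the same cells, so the number of genes that differ describes how far the annotated classes stand apart.

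The list of candidate targets holds the 119 human genes that the study gives as candidates for miR-375, of which 46 are marked as having a conserved site. They were matched to mouse genes by symbol, and 116 were found in the matrices. The list was not chosen on these libraries. It was tested with camera in limma 3.58.1 with a preset correlation of 0.01, with camera at an estimated correlation and with fry as checks. Its median was set beside 10000 random lists matched on mean expression, and 10000 matched on expression and 3′ UTR length.

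Shares of cell types carry exact (Clopper-Pearson) 95% intervals. UMI counts of a gene per 1000000 UMIs (CPM) carry exact Poisson 95% intervals. A count of 0 was read as allowing up to 3 counts of the total. These intervals and limits cover counting error only. The libraries were compared with 2-sided Fisher exact tests, adjusted over the 10 annotated cell types. Genes were compared between the mice without a test, since each mouse has 1 library. A gene was listed when it reached 50 CPM in either mouse and differed by at least 2-fold in the same direction in at least 5 epithelial cell types. Positions and 3′ UTRs were taken from GENCODE M21, on the same mm10 build, with coordinates counted from 1. Seed matches of miR-375-3p were searched in the 3′ UTRs as 8mer, 7mer-m8 and 7mer-A1 sites. The mature sequence was found in the annotated Mir375 precursor from base 40.

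The genes to be named were fixed before the data were examined, as were the comparisons and most alternatives. They were Zfp36l2, Mir375, the paralogs Zfp36 and Zfp36l1, and sex-linked genes. From the candidate list they were the 5 highest and the 5 lowest log2 fold changes among genes past the threshold over all genes and changed the same way in both mice. Between the mice they were the 5 largest ratios in each direction. A further gene that was planned for comparison, and that the rule for the candidate list also names, is not reported here. The marker lists for 9 annotated classes were fixed then too. The list of 10 immediate early genes was fixed before the fits were made.

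Alternatives were size factors or the Wald test of DESeq2 1.42.0, no filter on low counts, a model without the mouse term, and the count table of the whole study. Others were only cells with at least 2500 genes and at most 10% mitochondrial counts (the stricter cell filter), cells thinned to 5000 UMIs (which left out 46 shallower cells of replicate 1 and 0 of replicate 2), the other epithelial cells pooled, lymphocytes included, each replicate left out, and sctransform values. The sctransform value is the log2 ratio of the mean in stem cells to the mean over the other types, or to the mean in TA cells. For shares, Fisher's exact tests were repeated under the stricter cell filter after the data were seen, and epithelial cells alone served as another denominator. Lymphocytes in the comparison with TA cells, and Paneth cells left out, were added after the data were seen.

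The fit was tested on simulated sums (10371 genes). Changes were put into 200 genes, of which 192 were tested. edgeR recovered 147 of the 200 (73.5%) and made 158 calls, of which 11 (6.96%) were false. DESeq2 recovered 143 and made 8 false calls. Of 100 simulated lists without a change, camera called 0. Camera called a list of 96 genes raised by 0.5 on the log2 scale. The simulated cell types shared the same mean profile apart from the changes put in and a mouse effect, and genes varied independently. In the real sums 2815 of 11013 genes differed between stem cells and the other types, so these results may not carry over to them. The simulation was altered once, because means on the log scale lost genes to the filter. Analyses used R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.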

Results

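Single-cell RNA profiles were collected from jejunal crypts, the pockets of the small intestinal lining that hold its stem cells. The crypts came from 2 male 375KO mice, with 1 library each, and these form a single group. miR-375 is a microRNA, a short RNA that represses messenger RNAs through matches to its seed. The study made the mice to examine genes that its human organoid model named as targets of miR-375. Wild-type libraries were not analysed here. The comparisons below are therefore between cell types within 375KO mice or between the 2 mice. None of them measures an effect of the loss of miR-375.

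Replicate 1 held 7665 barcodes with 64305085 UMIs, and replicate 2 held 1251 barcodes with 23675011 UMIs. The authors called 346 doublets (6.79% of the 5095 barcodes examined) in replicate 1 and 38 (3.05% of 1245) in replicate 2. They kept 2082 and 1193 cells, which hold 44017234 and 22163354 UMIs. All kept cells met the stated limits on genes and mitochondrial reads. A further 17 barcodes in replicate 1 and 3 in replicate 2 met those limits and were called singlets but were not kept. The median kept cell had 16475 UMIs and 3460 genes in replicate 1, and 15232 UMIs and 3333 genes in replicate 2. The median mitochondrial share was 10.2% in replicate 1 and 5.55% in replicate 2. Of the 3275 kept cells, 3207 were annotated as epithelial and 68 as IEL.

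Mir375, the deleted gene, lies on chromosome 1 from 74900658 to 74900721 on the minus strand (mm10). It is not among the genes of the matrices, so its loss was not measured in these data. Sex-linked genes matched the stated sex. In the epithelial cells Xist had 14 UMIs in replicate 1 and 1 UMI in replicate 2, and the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty were detected in both mice. Ddx3y, for instance, reached 33.3 and 23.2 CPM (UMIs per 1000000 UMIs).

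The annotation by the authors was compared with marker genes chosen before the data were examined. The authors named the clusters from known markers, so this comparison is not independent of the naming. All 6 IEL markers are among those that the study lists for naming immune cells. Of 53 markers, 49 were highest in their own cell type in both mice. All 6 markers of each of the enterocyte, goblet, Paneth, enteroendocrine (EEC), tuft and IEL lists did so. The exceptions were the stem marker Ascl2, which was highest in tuft cells, the TA markers Pcna and Mcm4, and the secretory progenitor marker Atoh1, which was highest in goblet cells. Marker levels could still differ between the mice. In stem cells Olfm4 had 313 CPM in replicate 1 and 14.3 in replicate 2, while Axin2 had 85.8 and 90.4.

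The share of each cell type was compared between the mice to describe how alike they were. Enterocytes made up 38.4% ± 8.98 (SD, n = 2) of annotated cells, with 44.7% (95% interval 42.6 to 46.9) in replicate 1 and 32.0% (29.4 to 34.8) in replicate 2. TA cells made up 21.2% ± 8.28 (SD, n = 2), with 15.4% (13.8 to 17.0) in replicate 1 and 27.1% (24.6 to 29.7) in replicate 2. Stem cells made up 8.24% ± 2.21 (SD, n = 2), with 6.68% (5.64 to 7.83) and 9.81% (8.18 to 11.6). These 3 types of the 10 differed between the libraries in Fisher's exact test, with adjusted p of 4.0e-12 for enterocytes, 1.3e-14 for TA cells and 0.00603 for stem cells. The test treats cells as independent and compares 2 libraries, not groups of mice. The other 7 types did not pass the threshold, and tuft cells came closest (1.92% and 3.19%, adjusted exact p = 0.0784). Goblet cells averaged 12.4%, goblet progenitors 7.41%, Paneth cells 4.14%, EEC 2.14%, IEL 1.96% and secretory progenitors 1.54%. A stricter cell filter moved the mean enterocyte share most, to 23.6%, and turned its direction between the mice (17.2% in replicate 1 and 30.04% in replicate 2). Under that filter 7 of the 10 types differed between the libraries, so how alike the mice were depends on the cell filter.

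**Figure D1:**
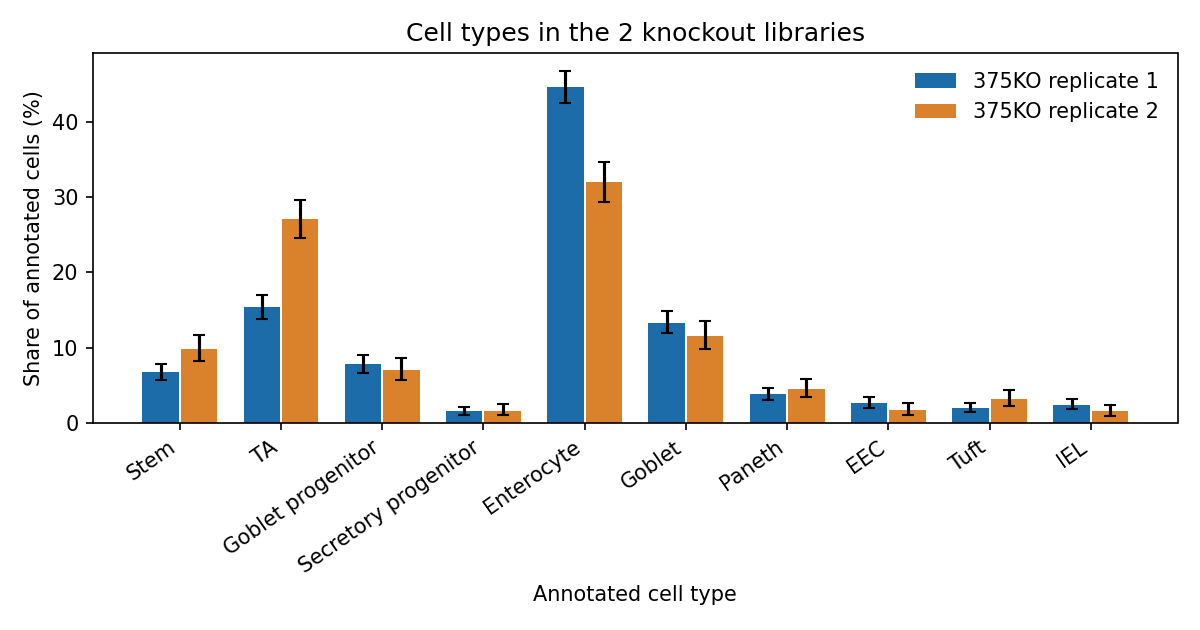
Share of annotated cells (%, vertical axis) in each annotated cell type (horizontal axis) for the 2 375KO libraries, with bars for the shares and error lines for exact 95% intervals. Enterocytes stood at 44.7% in replicate 1 and 32.0% in replicate 2, and TA cells stood at 15.4% and 27.1%.

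The study asked where Zfp36l2, which encodes an RNA-binding protein, is expressed in the crypt epithelium. Zfp36l2 (ENSMUSG00000045817.8) lies on chromosome 17 from 84183931 to 84187947 on the minus strand. In stem cells it had 439 UMIs in replicate 1, or 246 CPM (95% interval 224 to 270), and 337 UMIs in replicate 2, or 210 CPM (188 to 234). Stem cells had the highest value of the 9 epithelial types in both mice, with a mean of 228 ± 25.5 CPM (SD, n = 2). TA cells came second in both, with 162 ± 16.7 (SD, n = 2), followed by goblet progenitors with 142 ± 1.53 (SD, n = 2). Goblet cells had 40.9 ± 3.47 (SD, n = 2). Paneth cells were lowest with 9.74 ± 3.72 (SD, n = 2), but 10 genes took 82.6% and 81.9% of the Paneth UMIs in the 2 mice. The scaling used in the fit, which allows for such genes, put Zfp36l2 in Paneth cells at 45.7 and 102 CPM.

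Zfp36l2 was higher in stem cells than in the mean of the other epithelial types by a log2 fold change of 1.39 (SE 0.14, adjusted p = 1.1e-08). The log2 fold change was 1.48 in replicate 1 and 1.33 in replicate 2. Thinning cells to 5000 UMIs, with shallower cells left out, moved this value most, to 1.80. Against single cell types the log2 fold change ranged from 0.62 against TA cells to 2.10 against goblet cells, and all 8 were past the threshold. Against TA cells, its nearest neighbour, Zfp36l2 was higher by 0.62 (SE 0.18, adjusted p = 0.0447), with 0.62 in both replicates. This call lay close to the threshold. It was lost when the mouse term was left out (adjusted p = 0.739), without the filter on low counts (0.129), with the Wald test of DESeq2 (0.0577) and with lymphocytes included (0.0740). The direction was kept in each.

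Zfp36l2 was detected in 90.6% (95% interval 84.5 to 94.9) of stem cells of replicate 1 and in 96.6% (91.5 to 99.1) of those of replicate 2, at median depths of 12282 and 12559 UMIs. In goblet cells, at median depths of 13649 and 15708.5 UMIs, it was detected in 37.5% and 34.8%. After cells were thinned to 5000 UMIs, which left out 3 shallower stem cells and 1 goblet cell of replicate 1 and none of replicate 2, the share was 73.5% (65.3 to 80.7) and 65.0% (55.6 to 73.5) in stem cells and 16.3% (12.1 to 21.2) and 15.9% (10.3 to 23.1) in goblet cells. In thinned Paneth cells it was 1.28% and 7.41%. No cell type is known from these data to lack the gene, so the share that free RNA gives was not measured separately.

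The paralogs differed from Zfp36l2 in their pattern. Zfp36 (chromosome 7, 28376784 to 28380253) was lower in stem cells than in the mean of the other epithelial types, with a log2 fold change of -1.52 (SE 0.34, adjusted p = 0.00356). Against single types this passed the threshold for EEC, enterocytes and goblet cells, and not for the other 5, such as TA cells (-0.44, adjusted p = 0.650). Among the 9 epithelial types its CPM was highest in EEC in both mice. Of the 10 immediate early genes, 9 were also lower in stem cells, with a median log2 fold change of -1.84. A stress response to dissociation was not tested as a cause of the Zfp36 pattern and stays open. Zfp36l1 (chromosome 12, 80107754 to 80113013) did not differ detectably from that mean (log2 fold change 0.13, SE 0.15, adjusted p = 0.618), which spans types on both sides. It was higher in stem cells than in EEC (1.69) and tuft cells (1.03) and lower than in Paneth cells (-0.82) and secretory progenitors (-0.89), all past the threshold, while the other 4 types did not pass it. The direction against Paneth cells rests on the scaling of the fit, since the unscaled mean was 12.0 CPM in Paneth cells and 61.9 CPM in stem cells. Among the 9 epithelial types its CPM was highest in secretory progenitors in both mice. With the size factors of DESeq2 the log2 fold changes were -1.53 and 0.12. The scaling used in the fit placed enterocytes of replicate 1 above EEC for Zfp36 (116 and 114 CPM) and Paneth cells of replicate 2 above secretory progenitors for Zfp36l1 (85.3 and 83.1 CPM).

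**Figure D2:**
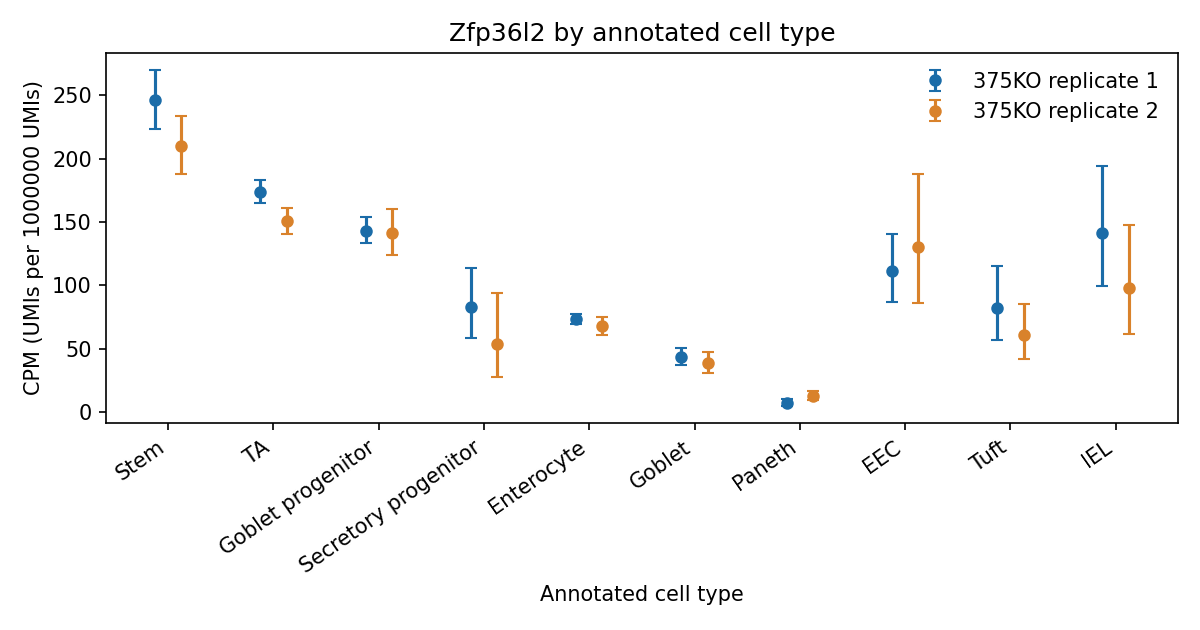
Zfp36l2 in CPM (UMIs per 1000000 UMIs, vertical axis) by annotated cell type (horizontal axis) in the 2 375KO libraries, with points for the summed counts and error lines for exact Poisson 95% intervals. The highest values, 246 and 210, were those of stem cells.

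Of 11013 genes tested, 2815 differed between stem cells and the mean of the other epithelial types, 1701 higher and 1114 lower in stem cells. The alternative that moved this count most was the model without the mouse term, which gave 1019. The study proposed a set of miR-375 targets from human cells, and the position of this set in mouse stem cells was examined next. Of the candidates, 96 were expressed highly enough to be tested. Their median log2 fold change was 0.03, as was that of all genes tested. The set did not differ from the other genes in camera (p = 0.946), at an estimated correlation (p = 0.951) or in fry (p = 0.4995). The camera test pointed down while the median, the mean and fry pointed up. The median stood at percentile 57.6 of random lists matched on expression and 78.6 of lists also matched on 3′ UTR length. Pooling the other epithelial cells turned the median to -0.03. The 38 tested candidates with a conserved site had a median of 0.04 (camera p = 0.848, estimated correlation p = 0.863, fry p = 0.204), at percentiles 65.7 and 77.3.

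Over all genes tested, 15 candidates were higher and 11 lower in stem cells, and adjusted over the list alone these were 15 and 12. Of those with a conserved site, 7 were higher and 4 lower over all genes, and 7 and 5 adjusted over the list alone. Among the highest log2 fold changes were those of Igfbp4 (3.26), Wdhd1 (1.67), Myo19 (1.51) and Igf1r (1.397). The lowest were those of Herpud1 (-1.95), Arrdc3 (-1.14), G2e3 (-1.02), Jarid2 (-0.99) and Golph3 (-0.95). G2e3 was close to the threshold (adjusted p = 0.0490), and its log2 fold change was -1.16 in replicate 1 and -0.03 in replicate 2.

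The study examined paired miR-375 sites in human ZFP36L2. In mouse Zfp36l2 the 3′ UTR of 1822 bases held 2 matches to the seed of miR-375-3p, both 7mer-A1 sites with the sequence GAACAAA. They lie in exon 2 of 2, on chromosome 17 at 84185503 to 84185509 and at 84185464 to 84185470, and start 39 bases apart, which is 33 bases from the end of the first to the start of the second.

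**Figure D3:**
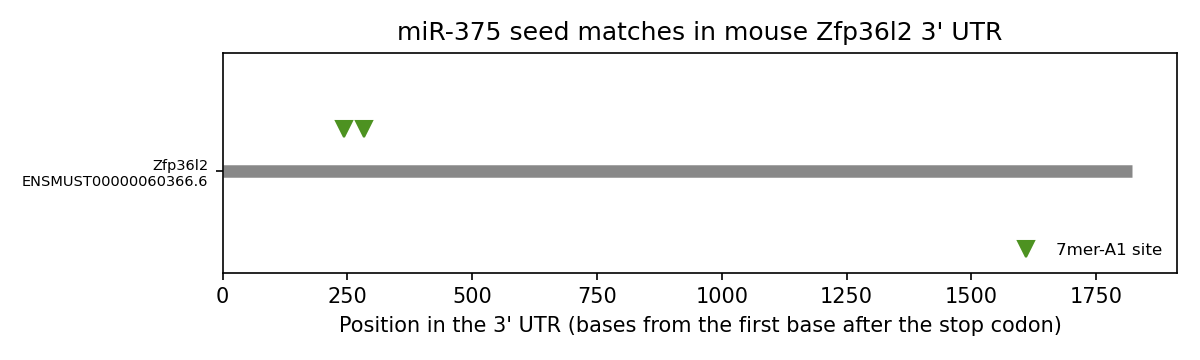
Matches to the miR-375 seed (triangles) along the 3′ UTR (grey bar) of mouse Zfp36l2, with the position in bases after the stop codon on the horizontal axis. The sites, both 7mer-A1, are at bases 244 and 283.

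The mice were last compared gene by gene. Of 2644 genes that reached 50 CPM in either mouse, 230 differed by at least 2-fold in the same direction in at least 5 epithelial types, 134 higher in replicate 1 and 96 higher in replicate 2. With 1 library per mouse, no test of this difference was made. Rps18 (chromosome 17, 33951999 to 33956001) had the largest ratio, with 68.5 CPM in replicate 1 and 4782 in replicate 2, and was higher in replicate 2 in 9 epithelial types. Gm7861 was 26.5-fold, Rpl23a-ps3 23.3-fold, Gm8730 23.1-fold and Defa17 22.3-fold higher in replicate 2. In the other direction, Gm10260 (chromosome 13, 97760072 to 97760632) had 702 CPM in replicate 1 and 12.8 in replicate 2. Reg3b was 9.87-fold, Chp2 9.70-fold, H2-T3 5.91-fold and Il18 5.80-fold higher in replicate 1. These ratios are over all epithelial UMIs, of which Paneth cells held 8.03% in replicate 1 and 19.9% in replicate 2, so they also carry differences in composition. With the 9 epithelial types weighted alike, a comparison chosen after the data were seen, each of the 10 genes kept its direction. Defa17 was then 9.34-fold and Gm7861 10.8-fold higher in replicate 2, and Rps18 59.8-fold. In replicate 1 Reg3b was then 6.30-fold, Chp2 7.04-fold, H2-T3 4.45-fold, Il18 3.57-fold and Gm10260 53.4-fold higher.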

Values the study reported

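The study reported 5798 epithelial cells after quality control, of which 2591 came from wild-type and 3207 from 375KO mice. Its legend gives 3275 cells for 375KO mice after filtering. In stem cells, Zfp36l2 was higher in 375KO than in wild-type mice, with a log2 fold change of 0.346 and an adjusted P of 0.000279. Among genes stabilised in its human organoid model, the study listed 119 with miR-375 target sites, and 46 of them had a conserved site. It placed the paired sites in human ZFP36L2 33 bases apart.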

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

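Lymphocytes included in the comparison with TA cells, Paneth cells left out, and the Fisher exact tests between the libraries under the stricter cell filter were chosen after the data were seen. Zfp36l2 stayed higher in stem cells than in the other epithelial types in all 13 alternatives (log2 fold change 1.14 to 1.80), and the 10 that were tested kept the call (adjusted p 3.9e-21 to 7.1e-04). Without a replicate it was 1.32 to 1.497. Against TA cells the direction was kept in all 12 alternatives, but the call was not. The log2 fold change and adjusted p were 0.63 and 0.0577 with the DESeq2 Wald test, 0.49 and 0.129 without the filter on low counts, 0.62 and 0.739 without the mouse term, and 0.62 and 0.0740 with lymphocytes included. Over the 9 tested alternatives adjusted p ran from 0.00795, with Paneth cells left out, to 0.739. The sctransform value was 0.26, and the values without a replicate were 0.57 to 0.61. The cause was not tested.

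The number of genes past the threshold was 1019 without the mouse term, of which 1014 were among the 2815. It was 1765 after thinning, which left 8265 genes to test, and 4388 with the other cells pooled, of which 39.9% were higher in stem cells, against 60.4% in the report. The cause was not tested for the first and the last. Pooling weighs each cell type by its UMIs instead of alike, and it leaves fewer sums from which to estimate the spread. In 7 of 10 alternatives the count stayed within 1.5 times. Thinning moved the median of all genes from 0.03 to 0.18, the stricter filter moved it to 0.10, and leaving out the filter on low counts moved it to -0.09. The median of the candidate targets was 0.15 after thinning and 0.04 under the stricter filter, below that of all genes in both, and 0.04 without the filter on low counts, above it. It was reversed to -0.0314 with the other cells pooled, where the median of all genes was -0.04, and was 0.0018 to 0.0255 without a replicate. Camera stayed above the threshold in the 9 alternatives tested (p 0.435 to 0.944).

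With epithelial cells as the denominator, all 9 shares moved by less than 1 SD. The stricter cell filter moved 6 of the 10 shares by more than that. It changed EEC to 3.17%, enterocytes to 23.6%, goblet cells to 19.9%, goblet progenitors to 11.3%, IEL to 0.758% and Paneth cells to 0.899%. Between the libraries 7 types passed the threshold under this filter, against 3 in the report. Enterocytes reversed, with 17.2% in replicate 1 and 30.04% in replicate 2 (adjusted exact p = 9.2e-10). TA (24.4% and 30.8%) and stem cells (6.30% and 9.36%) kept their direction and call. Goblet cells (27.5% and 12.4%), goblet progenitors (14.0% and 8.52%), EEC (4.88% and 1.46%) and Paneth cells (0.238% and 1.56%) now differed. The filter kept 841 cells of replicate 1 and 962 of replicate 2, and by its construction removes types with many mitochondrial reads or few genes. Without a replicate, shares ran from 32.0% to 44.7% for enterocytes and from 15.4% to 27.1% for TA cells. The shallowest sums were those of replicate 2 for EEC (215413 UMIs in 20 cells) and secretory progenitors (224086 UMIs in 19 cells).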

Other observations

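The tests of barcode sets and of shared 3′ ends between the mice were chosen after the result was seen, and the limits of the latter (stretches of 40 bases in the last 300 bases, at least 50% shared) were set then too. A difference in depth between cell types was tested as a cause of the higher Zfp36l2 in stem cells. After cells were thinned to 5000 UMIs, with shallower cells left out, the log2 fold change was 1.80. It is a ratio of scaled sums, which thinning the same cells could hardly remove, so this value does not decide the question. The share of cells with the gene can be compared at this equal depth. It was 73.5% and 65.0% in stem cells of replicates 1 and 2, and 53.8% and 48.9% in TA cells, the next highest epithelial type. Depth per cell does not account for that difference in detection. A stress response to dissociation was tested with 10 immediate early genes. Their median log2 fold change in stem cells was -1.84, with 9 of 10 lower and 4 past the threshold, while Zfp36l2 was higher. The median stayed negative in every alternative run, from -1.88 to -1.60. The level of Zfp36l2 in stem cells may therefore belong to the annotated class, although stem cells were defined from the same counts, and no comparison with wild-type mice was made. The candidate targets as a set were not higher in stem cells. Of lists matched on expression 42.4% had a median as high, and of those also matched on 3′ UTR length 21.4%, so neither property was left with a pattern to explain.

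The genes that differ between the mice held more near-copies of other genes than chance in 1 direction. Of the genes higher in replicate 2, 36 of the 90 with a sequence share at least 50% of their 3′ end with another gene, while the middle 95% of 10000 random sets of like expression held 4 to 13 such genes and the highest held 18. Of the genes higher in replicate 1 this held for 7 of 133, within the middle 95% of random sets (3 to 12). Rps18 shares 83.5% of its 3′ end. It was low in replicate 1, where Gm10260 (55.0-fold) and Rps18-ps3 (3.15-fold, chosen after its values were seen) were high. A candidate explanation for the genes higher in replicate 2 is that reads shared by near-identical copies were counted differently in the 2 libraries. The reads were not analysed here, so this stays a hypothesis. The genes higher in replicate 1 showed no such excess as a set, and Reg3b, Chp2, H2-T3 and Il18 each share 0% of their 3′ end. For Gm10260 and Rps18-ps3, which are higher in replicate 1 and share 57.1% and 80.1%, the explanation stays open.

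Some other explanations of the 230 genes were tested. For library size, 73.9% of them met the same rule after thinning. Thinning evens the UMIs per cell rather than library size, and it reuses the counts that chose the genes. The test therefore cannot decide, although CPM is already scaled to library size. For chromosome segments of another strain, no excess of neighbouring genes was found in the set as a whole. With 1 gene kept per family 17 neighbouring pairs lay within 1 Mb, inside the middle 95% of 10000 draws (11 to 32). The number of pairs that such segments would give is not known, so the test cannot exclude them, and single segments stay open. The libraries appear to use different sets of barcodes. Of the barcodes of replicate 2, 26.9% begin with 6 bases also seen in replicate 1, against 99.7% for a random part of replicate 1 against the rest. A single chemistry, 3′ v2, is stated for the libraries, which leaves the differing barcodes unexplained. A difference in kit or processing between the libraries may be involved, but each mouse has 1 library, so the library and the mouse cannot be told apart. A biological difference between the mice stays open and was not tested. Cell quality was not tested, and the rule was not repeated under the stricter cell filter. The median mitochondrial share of kept cells was 10.2% in replicate 1 and 5.55% in replicate 2. Mitochondrial genes are among those higher in replicate 1, so cell quality stays open too. Free RNA that differs between the libraries was not tested either. The rule counts all UMIs in a cell type as its own, and the Paneth marker Defa17 differed in the same direction in 7 epithelial types.

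The libraries also differed in the barcodes that were not kept. Of the 5583 such barcodes of replicate 1, 246 met the limits on genes and mitochondrial reads and were called doublets, as did 37 of the 58 of replicate 2, so the medians describe different kinds of barcodes. In replicate 1 the median such barcode had 1581 UMIs, 327 genes and 70.9% mitochondrial UMIs. In replicate 2 it had 19374.5 UMIs, 2809 genes and 1.72% mitochondrial UMIs.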
